A study of Xenopus laevis with 8 samples. Its data were reported in "Generation of Functional Eyes from Pluripotent Cells" (2009).

How the data were processed

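RNA was taken from *Xenopus laevis* animal caps, the pluripotent ectoderm of the blastula, at the equivalent of stage 15. The control caps came from embryos injected with RNA for a fluorescent protein. By the methods of the study, the other embryos received that RNA as well as RNA for 7 eye field transcription factors (EFTFs). The labels name the control GFP, which is used throughout, while the methods of the study name Venus YFP. Each RNA was hybridised to 1 Affymetrix *X. laevis* GeneChip, giving 4 EFTF and 4 GFP arrays that the series describes as biological replicates. The methods instead describe triplicate analyses of embryos from 3 days and 3 females, and which array came from which day or female is not given in the sources used here, so n = 4 counts arrays as the series labels them. Groups and replicate numbers were taken from the sample titles. The title of GFP replicate 1 says GFP and its source label says EFTF, so this array was checked as described under its own test. Arrays of tissue dissected from embryos were not analysed here.

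The authors preprocessed the scans with RMA, which corrects background, makes the distributions of the arrays equal and summarises the probes of each probe set, and the values they deposited are intensity on a linear scale. The processing notes name RMA with no version. The methods add a step in GeneSpring that scales the average signal to the control caps or to whole embryos. The values used here are intensities and not ratios to a control, and whether that step is in them is not given. Which arrays were put through RMA together is not given in the sources used here. Linear intensities were converted to log2 with no pseudocount and were not normalized again, so every level in the text is a log2 RMA intensity and every change is EFTF minus GFP. RMA pulls low values together, so changes of dim transcripts are understated. Medians of the linear intensity lay between 16.7 and 18.7 on the 8 arrays.

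Of 15611 probe sets, 120 are Affymetrix controls and 15491 were tested. An annotation table of the array gave 1 gene symbol for 9304 of these, several for 195 and none for 5992. It held 7531 different symbols. Matching by gene ID to a table of the Xenopus_laevis_v10.1 assembly named 9227 of the probe sets with 1 symbol and updated 2 symbols. No probe set with several symbols was given a name. *X. laevis* is an allotetraploid, and the endings .L and .S mark the homoeologous copies of a gene. A probe set that hybridises to both copies cannot be recognised from these tables. Genome coordinates of the genes were not used here.

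Background was read from 17 tag control probe sets that match no *Xenopus* transcript. A probe set was taken to be above background on an array when it exceeded the highest of them, which was 2.90 to 3.18 on the log2 scale. By this limit 72.4% to 83.4% of probe sets were above background on an array. For a gene below it on all 4 GFP arrays and above it on all 4 EFTF arrays, the change is given as "at least N-fold", computed against that limit averaged over the 4 GFP arrays on the log2 scale. For other named genes below it on all arrays of a group only the p-value is given.

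Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, no covariates), with Benjamini-Hochberg adjustment over all 15491 probe sets and a threshold of 0.05. All adjusted p-values of single genes come from this model unless another is named. The fit was tested on simulated data of the same size, 15491 probe sets with 100 changed at each size. The changed probe sets came from the brighter part of the array, and noise was drawn independently for each probe set. Recovery of dim genes, and false calls under noise that genes share, were therefore not measured. The fit recovered 33% of log2 changes of 1 and 68% of log2 changes of 2 with 0 false calls. With the replicate number as a block it recovered 43% and 72% with 5 false calls, and an unpaired test with equal variances (the equal-variance test) recovered 13% and 46% with 0 false calls. The study applied that test between EFTF caps and embryo tissues, and for EFTF against control caps it gives a 2-fold limit and no test. The number of arrays limits the precision. The median SE of a log2 change was 0.18 and the median SD within a group was 0.26.

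Named genes were chosen by a rule fixed before the data were examined, which gave 73 genes. It takes every measured member of the injected factors and of the 3 lists drawn from the study, the 12 largest positive and the 12 largest negative changes among called probe sets with 1 symbol and non-overlapping groups, and up to 4 called members of each other list. Symbols that are only a clone or locus number were left out. Where a gene had several probe sets, the brightest stands for it. Any gene outside the rule is said to have been chosen after its values were seen.

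A total of 22 gene lists were fixed at the same time. They hold the injected factors, the eye genes, posterior neural plate genes and lateral endoderm genes of the study, and genes of other eye field and optic vesicle, forebrain and anterior neural, pan-neural, neuronal differentiation, epidermis, ionocyte and ciliated cell, BMP pathway, cement gland, neural crest, placode and lens, Wnt inhibitor and anteriorising, Notch pathway, mesoderm, endoderm, hindbrain, spinal cord and Hox, cell cycle, stress and apoptosis, and ribosomal protein function. Members were matched by symbol, and homoeologs count as separate members. The symbol *esr1*, a name once used for a Notch target, is the estrogen receptor in this annotation and was left out of the Notch list. Lists were tested with camera in limma at its preset correlation of 0.01, which asks whether members changed more than other genes, with adjustment over the 22 lists. Camera with an estimated correlation and fry, which asks whether members move one way on balance, were run beside it. The members of a list were also adjusted over the list alone.

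The titles number the arrays 1 to 4 in both groups. Deviations from the group means correlated across probe sets at r = 0.44, 0.60, 0.22 and 0.64 for the same-numbered arrays 1, 2, 3 and 4. All 4 exceed 0.1, the limit set beforehand, so the numbers were taken to pair the arrays, and a fit with the number as a block (replicate block) is given where it changes a call. In the unpaired main design the number was not used. Probe sets are not independent replicates, and GFP replicate 3 correlated better with EFTF replicate 2 (r = 0.28).

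Alternatives fixed beforehand were the equal-variance test, the replicate block, a second quantile normalization, medians made equal, the dimmer part of the probe sets left out, a trended and robust variance, array weights, the ratio of linear means, the mean of a gene's probe sets in the list tests, and each array left out in turn. After 3 control probe sets were seen to part the replicate 4 arrays from the other 6, 3 alternatives were added. These were the replicate 4 arrays as a batch block, replicates 1 to 3 alone, and replicates 1 to 3 with the replicate block. Array measures were compared between groups by exact permutation tests over 8 measures, and, added last, within the numbered pairs by exact sign-flip tests.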

Results

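The data are 8 arrays of *Xenopus laevis* animal caps, 4 from embryos injected with RNA for the EFTFs *pax6*, *tbx3*, *rax*, *nr2e1*, *six3*, *six6* and *otx2*, and 4 from GFP-injected controls. Caps left alone form epidermis, and the comparison asks which transcripts the EFTFs change in them by stage 15, when the neural plate of the embryo holds the eye field. Each array read 15491 probe sets for *Xenopus* transcripts. Median log2 RMA intensities were 4.20 ± 0.03 for EFTF and 4.13 ± 0.05 for GFP arrays (SD, n = 4).

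Transcripts of the injected factors were examined first, as a check of the labels. *otx2.L*, *six6.L*, *rax.L* and *pax6.L*, which encode homeobox regulators of the forebrain and eye, were higher in EFTF caps. *otx2.L* read 9.45 ± 0.23 in EFTF and 5.97 ± 0.32 in GFP caps (SD, n = 4), a log2 fold change of 3.48 ± 0.19 (SE, limma adjusted p = 0.000814). *six6.L* rose from 4.11 ± 0.54 to 8.51 ± 0.66, or 21.1-fold (adjusted p = 0.00353). *rax.L* rose by 3.46 ± 0.49 (adjusted p = 0.0223) and *pax6.L* by 2.32 ± 0.29 (adjusted p = 0.0177). The other members of the list did not pass the test. *six3.L* was 4.27-fold higher on average (adjusted p = 0.0887). *rax.S* differed by 1.93 ± 0.77 (adjusted p = 0.246), *six6.S* by 0.86 ± 0.40 (adjusted p = 0.316) and *six3.S* by 0.30 ± 0.18 (adjusted p = 0.475). *otx2.S* differed by 1.93 ± 0.46, with an adjusted p of 0.0783 that became 0.0432 with the replicate block. *tbx3.L* and *tbx3.S* differed by -0.55 ± 0.28 and -0.45 ± 0.70 (adjusted p = 0.379 and adjusted p = 0.833). *nr2e1.S*, above background on 1 EFTF and 0 GFP arrays, did not pass either (adjusted p = 0.165). The study states that its probe sets for *pax6*, *rax*, *six3* and *otx2* are blind to the injected RNA. By the sequence each was designed from, these are the probe sets given here for *rax.L*, *six3.L* and *otx2.L*, and another probe set of *pax6.L*, which rose by 2.81 ± 0.49 (adjusted p = 0.0412). For the other probe sets injected and endogenous RNA are not separated here.

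As a list, the injected factors had 4 of 12 members higher and 0 lower (7 higher when adjusted over the list alone, 5 with the replicate block). Camera called the list higher (adjusted p = 3.22e-07, and adjusted p = 1.28e-06 within replicates 1 to 3), with adjusted p = 0.151 with an estimated correlation. Of the 7 factors, 4 are also among the eye genes the study chose on these arrays, and probe sets of the others may read injected RNA. Both favour a rise in advance, so the camera result for this list is not used as evidence here. Among the 20 probe sets that carry a factor's name, 9 were called higher and 0 lower. Of the 6 probe sets for *pax6.L*, the 1 not called read above background on 1 EFTF and 0 GFP arrays. The count was 10 with the replicate block, 11 with replicate 4 as a batch block, and 2 within replicates 1 to 3. It fell to 5 without EFTF replicate 3, 3 without GFP replicate 2 and 2 without GFP replicate 3.

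GFP replicate 1, the array with an EFTF source label, read *otx2.L* at 6.30 and *six6.L* at 4.68, against lowest EFTF values of 9.21 and 7.54. EFTF replicate 1 had the lowest *six6.L* level of the EFTF arrays. Over all probe sets GFP replicate 1 and EFTF replicate 1 correlated best with each other (r = 0.983, across probe sets), above the correlation of either with any array of its own group. On average GFP replicate 1 correlated better with the other GFP arrays (0.972) than with the EFTF arrays (0.946).

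Across the array, 220 probe sets differed between EFTF and GFP caps, 118 higher and 102 lower, of which 171 differed at least 2-fold (94 higher, 77 lower). In all 220 the 4 arrays of one group lay above the 4 of the other. That separation held for 10.2% of all probe sets, where 2.86% is given by chance. With no test, 428 probe sets were at least 2-fold higher and 595 at least 2-fold lower in EFTF caps. With the replicate block the count of calls was 1575 (761 higher, 814 lower), and 724 at least 2-fold. With replicate 4 as a batch block it was 754 (387 higher, 367 lower). All 220 calls were also made in both blocked fits. Within replicates 1 to 3 the count was 18 (16 higher, 2 lower), and the replicate 4 arrays, 1 per group, give no test alone. When array medians were made equal the split became 124 higher and 170 lower. Every single array moved the count by more than 1.5 times: it was 702 without EFTF replicate 1, 84 without EFTF replicate 2, 46 without EFTF replicate 3, 68 without EFTF replicate 4, 121 without GFP replicate 1, 26 without GFP replicate 2, 25 without GFP replicate 3 and 81 without GFP replicate 4. In the same order, the calls at least 2-fold numbered 519, 76, 45, 64, 106, 25, 25 and 76, and they were 460 with the batch block and 18 within replicates 1 to 3. Without EFTF replicate 1, 646 probe sets were at least 2-fold higher with no test. No call changed direction in any of these fits.

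Among called probe sets with 1 symbol, the largest increase was in *cnfn.1.L*, a cornifelin gene. It rose 36.2-fold (5.18 ± 0.38, adjusted p = 0.00254), from 3.11 ± 0.19 to 8.29 ± 0.86 (SD, n = 4). The G protein-coupled receptor genes *gprc5cl2.S* and *raig4a* rose by 4.74 ± 0.34 and 4.02 ± 0.41 (adjusted p = 0.00254 and adjusted p = 0.00853). *pitx1.L*, a homeobox gene of the cement gland and stomodeum, rose by 4.73 ± 0.34 (adjusted p = 0.00254). The remaining genes among the 12 largest called increases were *six6.L*, *fezf2.L*, *cdh2.L*, *hesx1.L*, *sox3.S*, *agr2.L*, *otx2.L* and *rax.L*, with log2 fold changes from 3.46 to 4.40. The 12 largest decreases among called probe sets ran from -2.52 to -1.88, and larger ones that did not pass are given with the ionocyte genes. *gmpr2.S*, encoding a guanosine monophosphate reductase, fell by 2.52 (SE 0.23, adjusted p = 0.00595). *spata6l.L* (-2.44 ± 0.41, adjusted p = 0.0373), *rabl2b.S* (-2.27 ± 0.28, adjusted p = 0.0177), *ccdc78.S* (-1.97 ± 0.28, adjusted p = 0.0223), *fam161a.L* (-1.96 ± 0.25, adjusted p = 0.0189), *cfap298.L* (-1.93 ± 0.36, adjusted p = 0.0467) and *drc1.L* (-1.88 ± 0.31, adjusted p = 0.0359) all fell. The others were *rcc1.S* (-2.42), *sptssb.L* (-2.39), the hexokinase gene *hk2.L* (-2.03), *foxi1.L* (-2.02) and *tamalin.L* (-1.95), with adjusted p from 0.0118 to 0.0424.

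Of the 73 named genes, 42 were called, 28 higher and 14 lower. Calls for 14 genes held without any 1 of the 8 arrays: *six6.L*, *otx2.L*, *sox2.L*, *cnfn.1.L*, *gprc5cl2.S*, *pitx1.L*, *raig4a*, *agr2.L*, *fgf8.L*, *msi1.L*, *msi1.S*, *dlx6.S*, *ag1.S* and *gmpr2.S*. Calls for the remaining 28 were lost without at least 1 array, at adjusted p up to 0.153, with the direction kept. The calls held were 42 without EFTF replicate 1, 20 without EFTF replicate 2, 18 without EFTF replicate 3, 21 without EFTF replicate 4, 26 without GFP replicate 1, 15 without GFP replicate 2, 15 without GFP replicate 3 and 22 without GFP replicate 4. Within replicates 1 to 3, 11 of the 42 remained called, and with replicate 4 as a batch block all 42 did.

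**Figure D1:**
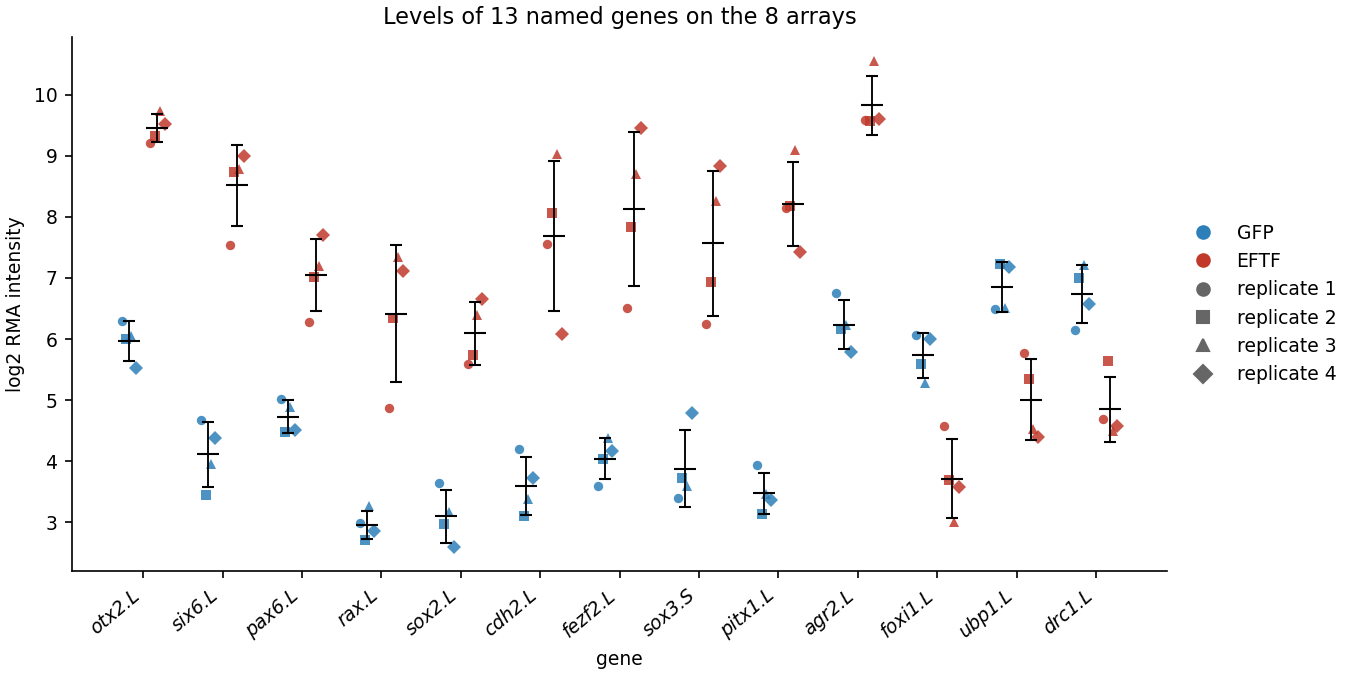
Log2 RMA intensity (vertical axis) of 13 named genes (horizontal axis) on each of the 8 arrays, with GFP in blue, EFTF in red and a marker shape for each replicate number. Bars give the mean and SD of 4 arrays, and the 4 EFTF arrays lie above the 4 GFP arrays for *otx2.L* to *agr2.L* and below them for *foxi1.L*, *ubp1.L* and *drc1.L*.

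Eye genes of the study, which are needed for eye formation, were higher in EFTF caps. All 24 members of the list of eye genes were higher in EFTF caps on average, 9 of them past the threshold, 22 when adjusted over the list alone and 14 with the replicate block. The study chose these genes on these arrays, so no such count is independent evidence of direction. *sox2.L*, a regulator of neural progenitors, rose 8.0-fold, to 6.10 ± 0.51 in EFTF caps (SD, n = 4, adjusted p = 0.00812). The N-cadherin genes *cdh2.L* and *cdh2.S* rose by 4.08 ± 0.57 and 2.86 ± 0.54 (adjusted p = 0.0219 and adjusted p = 0.049), and the anterior homeobox gene *hesx1.L* by 3.80 ± 0.68 (adjusted p = 0.0434). *lhx2.L*, a homeobox gene of the eye field, was at least 7.82-fold higher (adjusted p = 0.0477), and *crx.S*, a homeobox gene of photoreceptors, at least 3.24-fold higher (adjusted p = 0.0493), both below background on all 4 GFP arrays. The list median was 2.21. Camera gave adjusted p = 4.67e-19, and adjusted p = 0.151 with an estimated correlation, but genes chosen for a rise on these arrays largely fix the outcome of such a test, and it is not used as evidence here.

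Other eye genes did not pass the threshold in the unpaired fit. With the replicate block, *hesx1.S* (3.03 ± 0.70, adjusted p = 0.0752, blocked adjusted p = 0.0331), *zic2.L* (2.72 ± 0.63, adjusted p = 0.0765, blocked adjusted p = 0.0432), *zic2.S* (3.23 ± 0.76, adjusted p = 0.0768, blocked adjusted p = 0.0262) and *hes1.S* (1.59 ± 0.60, adjusted p = 0.224, blocked adjusted p = 0.0271) did. *otx1.L* (2.39 ± 0.52), *dkk1.S* (1.32 ± 0.37), *hes1.L* (1.37 ± 0.37), *vsx1.L* (1.57 ± 0.52) and *lhx2-b* (0.21 ± 0.11) had adjusted p from 0.0666 to 0.386. *pax2.L* was 2.14-fold higher on average (adjusted p = 0.103) and *crx.L* at least 2.73-fold higher (adjusted p = 0.127).

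The markers of the posterior neural plate and lateral endoderm that the study shows for comparison were not called. The study showed these genes with their values on these arrays, so the absence of calls is not independent evidence. None of the 5 posterior neural plate genes (*hoxc6.S*, *cdx1.S*, *cdx4.L*, *tbxt.S* and *gdf3.S*) was called in limma or when adjusted over the list alone. *hoxc6.S*, *tbxt.S* and *gdf3.S* differed by 0.023 to 0.098 (adjusted p from 0.832 to 0.952). *cdx1.S* and *cdx4.L*, each below background on all 4 arrays of a group, had adjusted p = 0.647 and adjusted p = 0.639 (list median 0.078, camera adjusted p = 0.974). None of the 7 lateral endoderm members was called either. *gata2.L*, a target of BMP signalling in ventral ectoderm, read 6.29 ± 0.54 in EFTF and 7.48 ± 0.61 in GFP caps (SD, n = 4, adjusted p = 0.14). *gata3.S*, *gata5.L*, *gata5.S*, *gata6.L* and *sox17b.1.S* differed by -0.33 to 0.37, with adjusted p from 0.327 to 0.937, and *gata6.S* was below background on all 8 arrays (adjusted p = 0.998, list median -0.00092, camera adjusted p = 0.692). Most of these transcripts read near background, and small changes in them would not be detectable.

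Eye field and optic vesicle genes outside the lists of the study were mostly not called. Of 23 members, *fgfr1.L*, an FGF receptor gene, rose by 2.30 ± 0.40 (adjusted p = 0.0381) and *rbpms2.L*, an RNA-binding protein gene, by 0.84 ± 0.15 (adjusted p = 0.0412), and 3 passed when adjusted over the list alone. The brighter homoeolog *rbpms2.S*, chosen after its values were seen, differed by -0.36 ± 0.35 (adjusted p = 0.693). With the replicate block 3 members were higher and 2 lower. The lower ones, named after their values were seen, were *foxn4.S* (-1.33 ± 0.40, adjusted p = 0.139, blocked adjusted p = 0.0398) and *meis2.L* (-0.49 ± 0.59, adjusted p = 0.77, blocked adjusted p = 0.0459). *foxn4* is also on the ionocyte and ciliated cell list. The list median was 0.034 (camera adjusted p = 0.345).

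The lists of forebrain, pan-neural and cement gland genes were called higher by camera, and none of the 3 calls held with an estimated correlation (adjusted p = 0.183 for forebrain and adjusted p = 0.151 for each of the others). In the forebrain and anterior neural list, 2 of 19 members were higher (4 when adjusted over the list alone, 3 with the replicate block): *fezf2.L*, a zinc finger gene of the forebrain, by 4.08 ± 0.56 (adjusted p = 0.0219), and *fgf8.L*, a signal of the anterior neural border, by 3.29 ± 0.26 (adjusted p = 0.00258). Its median was 0.23 (camera adjusted p = 0.00654, and adjusted p = 0.00413 within replicates 1 to 3). In the pan-neural list 5 of 29 members were higher and 0 lower (9 higher when adjusted over the list alone). With the replicate block 7 were higher and 2 lower, the latter, named after their values were seen, being *pou5f3.1.L* (-1.40 ± 0.65, adjusted p = 0.326, blocked adjusted p = 0.0284) and *ptprz1.L* (-1.48 ± 0.56, adjusted p = 0.221, blocked adjusted p = 0.0486). The 5 called were *sox3.S* (3.69 ± 0.58, adjusted p = 0.0315), the Musashi genes *msi1.L* (3.45 ± 0.39, adjusted p = 0.0113) and *msi1.S* (2.55 ± 0.27, adjusted p = 0.00923), and the neural cell adhesion genes *ncam1.S* (3.01 ± 0.45, adjusted p = 0.0268) and *ncam1.L* (adjusted p = 0.0468), the last chosen after its values were seen. For the pan-neural list the median was 0.41 (camera adjusted p = 0.000296, and adjusted p = 0.00467 within replicates 1 to 3), and it was 0.63 without EFTF replicate 1 and 0.26 without EFTF replicate 4. In the cement gland, the mucus organ in front of the neural plate, 5 of 8 members were higher, also when adjusted over the list alone and with the replicate block: *pitx1.L*, *agr2.L* (3.59 ± 0.28, adjusted p = 0.00254), *ag1.L* (2.59 ± 0.36, adjusted p = 0.0219), *ag1.S* (2.50 ± 0.23, adjusted p = 0.00595) and, chosen after its values were seen, *agr2.S* (0.92 ± 0.17, adjusted p = 0.0449). The median of the list was 1.71 (camera adjusted p = 2.57e-08, and adjusted p = 1.4e-06 within replicates 1 to 3).

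The list of genes of ionocytes and multiciliated cells, specialised cells of the tadpole epidermis, was called lower by camera. Its median was -1.57 (adjusted p = 9.4e-10, and adjusted p = 2.06e-07 within replicates 1 to 3), with adjusted p = 0.151 with an estimated correlation. Of 22 members 2 were lower past the threshold and 0 higher, and 15 were lower and 1 higher when adjusted over the list alone. *foxi1.L*, a regulator of ionocyte fate, fell by 2.02 (SE 0.33, adjusted p = 0.0332), and *ubp1.L*, also of the ionocyte programme, fell by 1.84 (SE 0.34, adjusted p = 0.0467). With the replicate block 13 members were lower and 1 higher. Among them, chosen after their values were seen, were the carbonic anhydrase genes *ca2.S* (-3.23 ± 0.83, adjusted p = 0.0933, blocked adjusted p = 0.0276) and *ca2.L* (-2.94 ± 0.65, adjusted p = 0.069, blocked adjusted p = 0.0308), the proton pump gene *atp6v0d2.L* (-2.69 ± 0.63, adjusted p = 0.0774, blocked adjusted p = 0.0391) and the ciliary genes *spag6.L* (-2.24 ± 0.68, adjusted p = 0.139, blocked adjusted p = 0.0279) and *dnai1.L* (-2.20 ± 0.56, adjusted p = 0.0919, blocked adjusted p = 0.031). The member that was higher was *dll1.L*, a Notch ligand also on the Notch list (1.38 ± 0.41, adjusted p = 0.133, blocked adjusted p = 0.0403).

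The epidermis list was called lower by camera (median -0.42, adjusted p = 0.00242, and adjusted p = 0.0382 within replicates 1 to 3), with adjusted p = 0.333 with an estimated correlation, and fry, which asks for a common direction, gave adjusted p = 0.232. Without EFTF replicate 4 its median was -0.27. The 2 called members of 35 were both higher. These were the keratin gene *krt19.S* (2.56 ± 0.44, adjusted p = 0.0377) and the homeobox gene *dlx6.S* (1.97 ± 0.15, adjusted p = 0.00254). The homoeolog *krt19.L*, chosen after its values were seen, differed by -0.86 ± 0.65 (adjusted p = 0.582). When adjusted over the list alone 3 members were higher and 2 lower, and with the replicate block 4 were higher and 5 lower. The lower ones included the desmosome genes *dsp.L* (-1.34 ± 0.33, adjusted p = 0.0858, blocked adjusted p = 0.0452) and *ppl.L* (-1.04 ± 0.32, adjusted p = 0.146, blocked adjusted p = 0.0348), chosen after their values were seen. In the list of BMP pathway genes 0 of 33 members were called in limma or when adjusted over the list alone. BMP signalling maintains epidermal fate, but the list mixes its ligands, targets and antagonists. A shift of the list therefore does not give the direction of signalling. Camera called the list lower (median -0.18, adjusted p = 0.0215). That call was lost within replicates 1 to 3 (adjusted p = 0.353), without EFTF replicate 3 (adjusted p = 0.119), without GFP replicate 4 (adjusted p = 0.429) and with an estimated correlation (adjusted p = 0.539). Its median was -0.089 within replicates 1 to 3, -0.30 without EFTF replicate 4, -0.29 without GFP replicate 3 and -0.030 without GFP replicate 4.

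**Figure D2:**
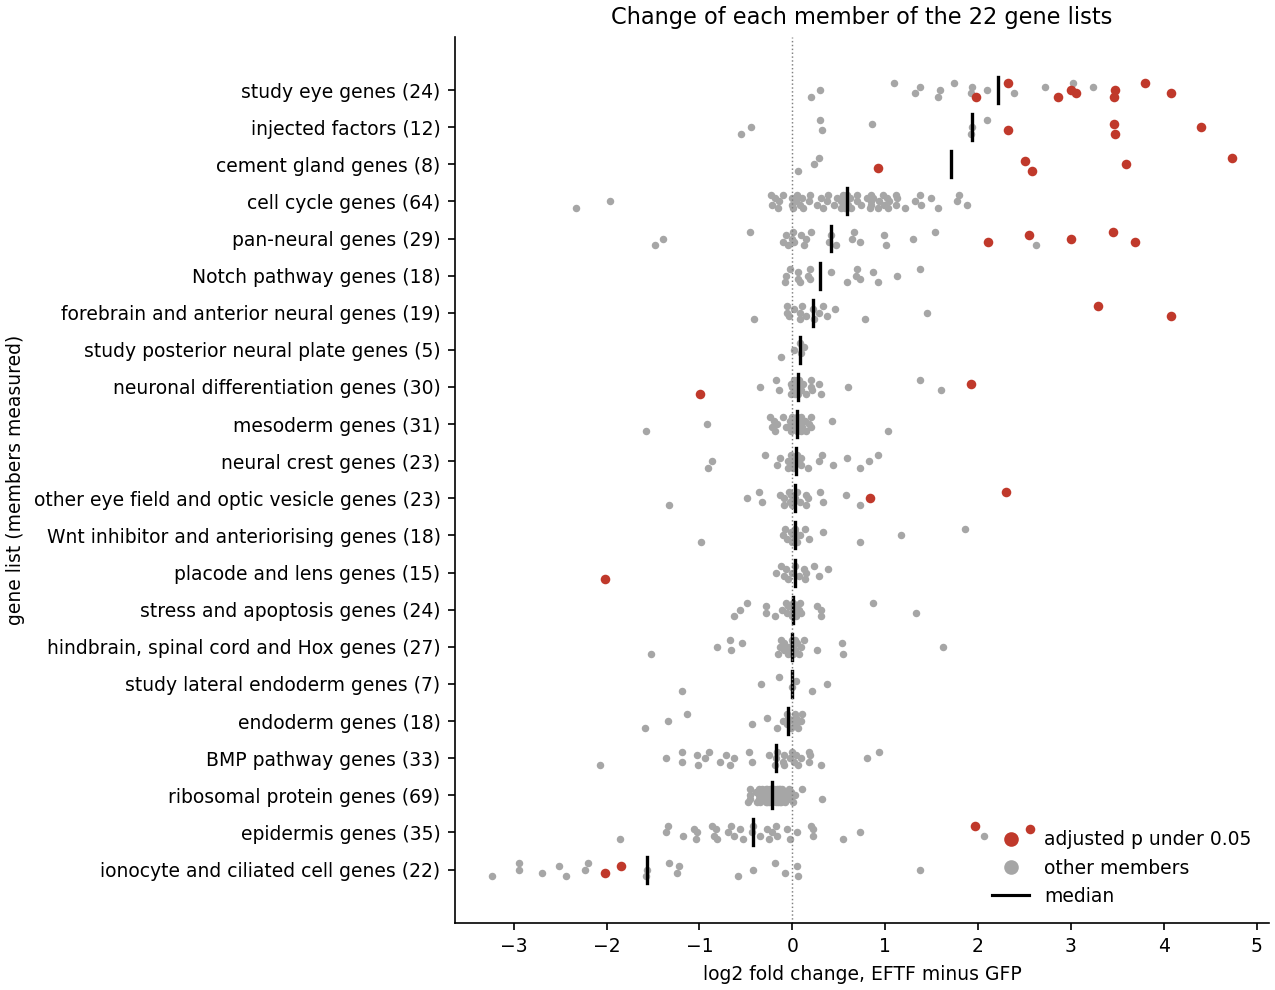
Log2 fold change, EFTF minus GFP (horizontal axis), of each member of the 22 gene lists (vertical axis, with the number of members measured). Each point is a member, red where its adjusted p was under 0.05, and the black bar is the list median, which ran from -1.57 for ionocyte and ciliated cell genes to 2.21 for the eye genes of the study.

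The list of cell cycle genes was called higher by camera (median 0.59, adjusted p = 1.91e-08, and adjusted p = 6.49e-07 within replicates 1 to 3), with adjusted p = 0.333 with an estimated correlation. None of its members passed in limma over all probe sets. Of 64 members 55 were higher on average, and 20 were higher and 1 lower when adjusted over the list alone. The replicate block called 19 higher and 2 lower. Replication genes were among the higher members, with *mcm4.L* at 1.77 ± 0.46 (adjusted p = 0.0985, blocked adjusted p = 0.0299) and *mcm5.L* at 1.57 ± 0.38 (adjusted p = 0.0804, blocked adjusted p = 0.0286), both chosen after their values were seen. The list of ribosomal protein genes was called lower (median -0.22, camera adjusted p = 1.97e-06, and adjusted p = 2.39e-06 within replicates 1 to 3), with adjusted p = 0.539 with an estimated correlation. Of 69 members 65 were lower on average, 0 were called in limma or when adjusted over the list alone, and 2 were lower with the replicate block. Its median was -0.068 without EFTF replicate 4 (adjusted p = 0.0344), -0.12 when quantile normalized again and -0.29 with medians made equal.

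The list of Notch pathway genes, which hold cells as progenitors, was called higher by camera (median 0.30, adjusted p = 0.00131, and adjusted p = 0.00265 within replicates 1 to 3), with adjusted p = 0.183 with an estimated correlation. The median was 0.19 both without EFTF replicate 4 and within replicates 1 to 3. In limma 0 of 18 members were called, and 5 were higher when adjusted over the list alone. The replicate block called 3 higher, among them *dll1.L* and *jag1.L* (1.13 ± 0.23, adjusted p = 0.0566, blocked adjusted p = 0.0454), ligands of the pathway chosen after their values were seen. The list of neuronal differentiation genes was not called (median 0.057, camera adjusted p = 0.271). Of 30 members *dpysl3.S*, a gene of growing axons, rose by 1.92 ± 0.31 (adjusted p = 0.0332), and *syt1.L*, of synaptic vesicles, fell by 0.99 (SE 0.14, adjusted p = 0.0219). When adjusted over the list alone 1 was higher and 1 lower, and the replicate block called 2 higher and 1 lower.

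Lists of other tissues were not shifted by camera. Neural crest genes had 0 of 23 members called (1 higher when adjusted over the list alone, 2 higher with the replicate block, median 0.039, adjusted p = 0.42). Of 15 placode and lens genes only *foxi1.L* was called, also with the replicate block (median 0.025, mean -0.073, adjusted p = 0.974). Wnt inhibitor and anteriorising genes had 0 of 18 called (median 0.032, adjusted p = 0.476), mesoderm genes 0 of 31 (median 0.052, mean -0.021, adjusted p = 0.993), and hindbrain, spinal cord and Hox genes 0 of 27 (median 0.00055, mean -0.054, adjusted p = 0.345). Endoderm genes had 0 of 18 called (median -0.051, adjusted p = 0.0945), although the list passed without EFTF replicate 1 (adjusted p = 0.0449) and without GFP replicate 3 (adjusted p = 0.0447). Stress and apoptosis genes had 0 of 24 called (median 0.0065, with a negative camera direction, adjusted p = 0.709). The replicate block called 1 Wnt inhibitor, 1 mesoderm, 1 endoderm and 1 stress gene lower, and 1 hindbrain gene higher and 1 lower. These were, named after their values were seen, *sfrp2.S* (blocked adjusted p = 0.0379), *tnni2.S* (blocked adjusted p = 0.0381), *sox7.L* (blocked adjusted p = 0.0366), *gadd45g.L* (blocked adjusted p = 0.0265), *cyp26c1.S* (blocked adjusted p = 0.0467) and *meis3.S* (blocked adjusted p = 0.0446). Of these lists with 0 calls only neural crest had a member called when adjusted over the list alone. Fry, which does not compare a list with other genes, gave adjusted p = 0.000147 for neural crest, adjusted p = 0.00539 for Wnt inhibitor and adjusted p = 0.0357 for neuronal differentiation genes, the 3 lists it called that camera did not.

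The arrays also differed in ways that the groups do not give. A set of 3 Affymetrix control probe sets parted the replicate 4 arrays of both groups from the other 6 arrays, and the batch fits given beside the results follow this division. Of 962 probe sets at least 2-fold apart in the means of replicates 1 to 3, 922 (95.8%) differed in the same direction in replicate 4. The difference between 3′ and 5′ probe sets of GAPDH, a sign of RNA degradation, was 2.38 ± 0.32 in EFTF and 2.46 ± 0.35 in GFP caps (SD, n = 4, exact permutation test, two-sided, p = 0.771, adjusted p = 1). None of the 8 array measures passed after adjustment (lowest adjusted p = 0.229), but the smallest p of this exact permutation test is 0.0286, so a single measure could not have passed. In all 4 numbered pairs the EFTF array had the lower 3′ level of actin (means 9.03 and 9.47) and of GAPDH (means 7.62 and 8.46), the lower correlation with its own group (means 0.959 and 0.972, across probe sets) and the higher median. Exact sign-flip tests within pairs gave p = 0.125 for each of these 4, the smallest that 4 pairs allow. GAPDH 3′ levels were highest in the replicate 1 arrays of both groups (9.15 in EFTF and 9.71 in GFP).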

Values the study reported

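About 14,400 transcripts were evaluated on the array in the study, which gives 365 as the number raised more than 2-fold in caps expressing the EFTFs. Of those, the shares it gives are 31.5% in common with the eye field alone, 8% with the posterior neural plate alone and 0.5% with the lateral endoderm alone.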

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

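The tests of the title of GFP replicate 1 and of RNA quality, and the comparison of arrays within pairs, were chosen only after the results were seen. In each group of 4 arrays, an array was singled out when its gap to the nearest other array made up nearly the whole range of the group. This was asked of 168 groups and met in 12 (7.14%), where chance gives about 5%. The 12 include every group of the control probe sets given below, which were already known to part the replicate 4 arrays. Their choice raises the percentage, so it cannot be compared with chance. For named genes the rule was met in 6 of 146 groups.

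The Affymetrix control probe set for U43284 read 3.70 on EFTF replicate 4 against a mean of 11.65 on the other EFTF arrays (gap over range 0.926), and 2.94 on GFP replicate 4 against 12.32 (0.980). The control for AF292560 read 11.45 on EFTF replicate 4 against 2.68 (0.971) and 11.33 on GFP replicate 4 against 2.77 (0.975). The control for M62653 read 11.62 on EFTF replicate 4 against 2.56 (0.980) and 11.54 on GFP replicate 4 against 2.53 (0.987). What these probe sets read is not given in the sources used here. The division could mark a batch of processing or another difference of the replicate 4 arrays, and which it marks was not tested. A batch was weighed as the source of the EFTF minus GFP differences. Of the probe sets at least 2-fold apart in replicates 1 to 3, 95.8% went the same way in replicate 4. No more than 60% was set beforehand for a batch as the source. These probe sets were picked within 1 side of the division, so the percentage cannot test a batch as their source. Each side of the division holds both groups, so a shift common to both groups would not part them.

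GFP replicate 1 carries an EFTF source label, and a wrong title was weighed. Over the 5 injected factors and eye genes whose brightest probe set was called without this array, its median position between the other GFP arrays (0) and the EFTF arrays (1) was 0.165 (quartiles 0.164 to 0.186). The limit of 0.5 used in this test is not met by EFTF replicate 1 itself, at 0.493 over the 18 genes called in this way without it (quartiles 0.326 to 0.726). Over all 29 measured members of the 2 lists, GFP replicate 1 lay below EFTF replicate 1 in 26 and below every EFTF array in 23. Over all probe sets its best match was EFTF replicate 1 (r = 0.983) and no GFP array, which goes the other way. Arrays with the same number were taken as pairs, however, and a pair may match for that reason too. On average GFP replicate 1 correlated better with the other GFP arrays (0.972) than with the EFTF arrays (0.946). EFTF replicate 1 correlated less with the other EFTF arrays (0.960) than with the GFP arrays (0.970). The levels of most genes in these lists go with the GFP title. The study, however, chose the eye genes on these arrays for a rise, which favours low levels on an array used as a control. Of the injected factors outside that choice, *six6.L* read 4.68 on GFP replicate 1 against a lowest EFTF value of 7.54. On *six6.S* and *tbx3.L* the array lay within the EFTF range. The title is therefore not settled by these levels, and an EFTF array with a still weaker response, or a mixture, stays open.

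The list of ionocyte and ciliated cell genes was called lower, with a median of -1.57. If the authors' normalization had set this, abundant genes used in every cell should have moved alike. The median of the ribosomal protein genes was -0.22 (quartiles -0.28 to -0.13, and -0.068 without EFTF replicate 4), against a limit of -0.78. The rule for this limit was set beforehand, as a fixed share of the ionocyte median, so the number itself follows from the result. The 3′ control of GAPDH, however, differed by -0.83, past that limit, and that of actin by -0.44 (exact permutation tests, adjusted p = 0.571 and adjusted p = 0.229). For RNA quality, the 3′ minus 5′ difference of GAPDH was -0.076 between groups, with all 4 EFTF arrays inside the GFP range and 2 GFP arrays inside the EFTF range, although the 3′ levels of actin and GAPDH were lower in EFTF caps in all 4 pairs. The batch described above leaves the list's shift in place within replicates 1 to 3. As a hypothesis found and tested on the same data, EFTF caps may hold fewer ionocytes and ciliated cells or less of their transcripts, and the call rests on the preset correlation (adjusted p = 0.151 with an estimated one).

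Single arrays also stood apart for 6 named genes. *tbxt.S* read 3.42 on EFTF replicate 4 against a mean of 2.85 on the other EFTF arrays (0.841). *agr2.L* read 10.55 on EFTF replicate 3 against 9.58 (0.972). *syt1.L* read 7.49 on EFTF replicate 1, where the mean of all 4 EFTF arrays was 7.13 (0.958). *zic2.S* read 6.25 on GFP replicate 4 against 3.68 on the other GFP arrays (0.908). *hoxc6.S* read 4.31 on GFP replicate 1 against 3.75 (0.844). *dpysl3.S* read 2.92 on GFP replicate 4 against 3.39 (0.959).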

How the results depend on the processing

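The batch block, replicates 1 to 3 alone, replicates 1 to 3 with the replicate block, and the test of other splits for the count of calls were chosen only after the data or the result were seen. No call reversed in the alternatives in which it was tested. The count of 220 became 2 with the equal-variance test (2250 at an unadjusted p under 0.05), 1575 with the replicate block, 366 of 7745 with the dimmer part left out (where 184 of the 220 were tested), 713 with array weights, 754 with the batch block, 18 within replicates 1 to 3 and 0 there in limma with the replicate block (3774 at an unadjusted p under 0.05), and ranged from 25 to 702 with 1 array left out. The count of 171 at least 2-fold became 1, 724, 329, 449, 460, 18 and 0 in the same settings, 268 with a trended variance, and 25 to 519 with 1 array left out. The 428 at least 2-fold higher with no test ranged from 345 to 646 with 1 array left out, and was 493 as a ratio of linear means. The 9 injected factor probe sets became 1 with the equal-variance test, 2 within replicates 1 to 3, 0 there with the replicate block, and 2 to 11 with 1 array left out. Fewer arrays leave fewer degrees of freedom; otherwise the cause was not tested. Of the 42 named genes called, 1 stayed called with the equal-variance test and 41 when quantile normalized again. The replicate block added 5 calls among named genes, lost none and changed no list.

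Of the 22 lists, 11 were called, and 10 of these held without any 1 array. Among the 11 are the eye genes of the study, by the way they were chosen, and the injected factors, for which a rise was favoured in advance. With an estimated correlation 0 held: adjusted p = 0.151 for injected factors, eye, pan-neural, ionocyte and cement gland genes, adjusted p = 0.183 for forebrain and Notch, adjusted p = 0.333 for epidermis and cell cycle, and adjusted p = 0.539 for BMP and ribosomal protein genes. Fry called 10. It lost epidermis (adjusted p = 0.232), BMP (adjusted p = 0.434), cell cycle (adjusted p = 0.0572) and ribosomal protein genes (adjusted p = 0.398), and added neuronal differentiation (adjusted p = 0.0357), neural crest (adjusted p = 0.000147) and Wnt inhibitor genes (adjusted p = 0.00539). Fry asks another question than camera, and why these lists differ was not tested. BMP genes gave adjusted p = 0.0755 with the dimmer part left out, adjusted p = 0.353 within replicates 1 to 3, and 0.00309 to 0.429 with 1 array left out. Endoderm genes gave adjusted p = 0.0414 with medians made equal, adjusted p = 0.0099 with the dimmer part left out, and 0.0447 to 0.24 with 1 array left out. With the dimmer part left out, 20 of the 22 lists gave a value, and medians were 0.78 for forebrain, 1.30 for pan-neural, 2.59 for cement gland, 0.87 for Notch and -0.41 for BMP genes. Some lists left with few members also moved: endoderm -1.24 (4 members), and, not called, mesoderm -0.56 (4), hindbrain -0.37 (4), other eye field -0.32 (7) and lateral endoderm genes -0.66 (2). Others left with few members moved less, with medians of 0.097 for Wnt inhibitor (2) and 0.14 for neuronal differentiation genes (7), neither called. The Notch median was 0.20 from the mean of a gene's probe sets. Dim transcripts are limited by background, at up to 3.18 on the log2 scale.

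Among the 35 splits of the arrays into 4 and 4, 8 part all 4 numbered pairs, too few for a share under 0.05. Of these 8, 1 split, the real one, gave as many calls (220, highest other 0), as many at least 2-fold (171, highest other 0) and as many with the replicate block (1575, highest other 0). With no test, the 428 at least 2-fold higher in EFTF caps were set against the larger of the 2 directions in each other split, since those have no order. Of the 8, 1 split, the real one, reached 428 (highest other 377), and its own larger direction held 595. For called lists, 2 splits gave 11, the real one included (highest other 11). The other 27 splits, which keep some pairs on one side, gave up to 0 calls, 0 at least 2-fold, 10 lists and, with no test, 500 in the larger direction (3 splits reached 428 and none 595).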

Other observations

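The test of homoeologs was set beforehand. The test limited to copies above background, and the genes named here, were chosen only after the values were seen. Called genes outside the rule for named genes included *tle5.L*, of the Groucho family of corepressors (2.70 ± 0.29, adjusted p = 0.0112), *tspan1.L*, a tetraspanin gene (2.34 ± 0.32, adjusted p = 0.0219), and *vim.L*, the intermediate filament gene vimentin (1.93 ± 0.30, adjusted p = 0.0289). Among cell cycle genes no cyclin A gene passed in the unpaired fit, and their values had both signs. *ccna2.L* differed by 1.89 ± 0.60 (adjusted p = 0.158, blocked adjusted p = 0.0378), *ccna2.S* by 0.85 ± 0.38 (adjusted p = 0.299, not called with the replicate block either), *ccna1.L* by -1.96 ± 0.41 (adjusted p = 0.059, blocked adjusted p = 0.0262) and *ccna1.S* by -2.33 ± 0.83 (adjusted p = 0.198, blocked adjusted p = 0.0283). The difference between *ccna1* and *ccna2* was not tested.

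The array reads both homoeologs of 1017 genes. The hypothesis that the L and S copies change in the same direction was tested where L was called. In 19 of 20 such genes (95%, exact 95% binomial interval 75.1% to 99.9%) S went the same way, and where S was called L did so in 20 of 25. In the 763 pairs with both copies above background on all 4 arrays of a group, these counts were 19 of 20 and 18 of 23. Both copies were called in 6 genes, all 6 in the same direction, and log2 changes correlated at r = 0.60 across the 1017 pairs, which are not independent replicates. These values are consistent with shared regulation, but probe sets that read both copies could give the same result and were not tested.

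Homoeologs differed in size of change for 9 genes (limma on L minus S, adjusted over the pairs), and for 54 with the replicate block (42 in pairs with both copies above background on all 4 arrays of a group). For *sox3* and *fam171a1* the L copy read at the background limit and was not above it on every array, so its change is held near 0 and the difference is not read. The other genes, with both copies above background on all 8 arrays, were *six6*, *rcan1*, *rcc1*, *agr2*, *tle5*, *slc9a3r1* and *vim*. *agr2.L* rose by 3.59 and *agr2.S* by 0.92 (adjusted p of the difference 0.00026). *six6.L* differed by 4.40 and *six6.S* by 0.86 (adjusted p of the difference 0.0177), with injected RNA not separated from endogenous RNA. *rcan1.L* and *rcan1.S* differed by -1.34 and 1.77 (adjusted p of the difference 0.0317).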
